# Pharmacological modulation of histone demethylase activity by a small molecule isolated from subcritical water extracts of *Sasa senanensis* leaves prolongs the lifespan of *Drosophila melanogaster*

**DOI:** 10.1186/1472-6882-12-101

**Published:** 2012-07-18

**Authors:** Yuzo Nakagawa-Yagi, Yukiko Sato, Emi Matsumoto, Shin-ichi Nakatsuka, Tsuyoshi Sakaki, Yukiko Muramatsu, Takaaki Hara, Toshiro Aigaki

**Keywords:** *Drosophila*, Histone demethylase, Lifespan extension, Traditional Japanese medicine

## Abstract

**Background:**

Extracts of *Sasa senanensis* Rehder are used in traditional Japanese medicine; however, little is known about the underlying mechanisms of their potential health benefits.

**Methods:**

*S. senanensis* leaves were extracted with subcritical water. An active small-molecule was isolated using reversed-phase high-performance liquid chromatography (HPLC), and identified as 3,4-dihydroxybenzaldehyde (protocatechuic aldehyde or PA). The effects of PA on the activity of histone demethylase, the *Drosophila melanogaster* lifespan and gene expression in *Drosophila* S2 cells were investigated.

**Results:**

PA inhibited the activity of Jumonji domain-containing protein 2A (JMJD2A) histone demethylase in a dose-dependent manner with a half-maximal inhibitory concentration (IC_50_) of 11.6 μM. However, there was no effect on lysine-specific demethylase 1 (LSD1), histone deacetylase 1 (HDAC1) or HDAC8. PA significantly extended the lifespan of female, but not male, *Drosophila*. In *Drosophila* S2 cells, the eukaryotic translation initiation factor 4E binding protein (4E-BP) was up-regulated by PA exposure.

**Conclusions:**

Our findings provide insight into the possible relationship between the pharmacological modulation of histone demethylation and lifespan extension by PA; they might also be important in the development of alternative therapies for age-related disorders.

## Background

Polyphenols are widely found in natural products [1], and have generated much interest because of the health benefits derived from their antioxidant activities as free-radical scavengers [2]. Leaves from the bamboo genus *Sasa* are known to have anti-microbial, anti-allergic and anti-invasion properties, and have been used in Japanese traditional medicine for treating hypercholesterolemia, obesity and cancer [3-5]. Several studies have identified glycosyl flavones from *Sasa veitchii*, *Sasa borealis* and *Sasa kurilensis*[6-8], but the bioactive molecule of *Sasa senanensis* has not yet been clarified.

The fruit fly *Drosophila melanogaster* has been widely used in aging research, because of the extensive knowledge of its biological pathways, which are conserved in other organisms including humans. A wide variety of mutants and transgenic strains, including inducible RNA interference (RNAi) lines, might sensitise the detection of the biological activity of compounds and lead to the identification of targets *in vivo*[9]. For example, wine-derived resveratrol (*trans*-3,5,4′-trihydroxystilbene) was shown to extend the *Drosophila* lifespan, concomitantly with stimulation of Sir2 activation [10].

The current study isolated a small-molecule antioxidant with superoxide anion radical scavenging activities (SOSA) from subcritical water extracts of *S. senanensis* leaves, and identified the small molecule as 3,4-dihydroxybenzaldehyde (protocatechuic aldehyde or PA). We screened the biological activity of PA in the current context, and examined its effects on the lifespan of *Drosophila*.

## Methods

### Purification and identification of PA

*S. senanensis* plants were collected from Mount Daisetsu in Hokkaido, Japan. The leaves were finely ground to pass through a 100-mesh screen, then used for subcritical extraction with water at 280°C and 10 MPa in a previously described home-built apparatus [11]. The subcritical water extract (1,208 mg) was applied to an octadecylsilane (ODS) column (NX-ODS-9-120A, 28 mm i.d. × 250 mm; Nagara Science, Gifu, Japan), and 10 fractions were eluted stepwise with methanol (MeOH)/hydrogen peroxide (H_2_O_2_;17:83) or with MeOH using an HPLC system equipped with a PU-2087 preparative pump (JASCO, Tokyo, Japan).

SOSA was determined by a spin-trapping method using an electron-spin resonance (ESR) spectrometer (JES-FR80; JEOL, Tokyo, Japan), as described previously [12]. The candidate fraction (fraction 4) was further fractionated by the ODS column (NX-ODS-9-120A;20 mm i.d. × 250 mm; Nagara Science) with an eluting solvent comprising MeOH/acetonitrile/acetic acid/H_2_O (4:3:1:92). The molecular formula of fraction 4-II was identified by EI-MS (JMS-700/GI; JEOL), ^1^H-NMR (UNITY INOVA500, Varian, CA) and ^13^C-NMR (JNM ECA-500, JEOL). The structure was identified with the aid of the AIST SDBS website (http://riod01.ibase.aist.go.jp/sdbs/).

### Adipocyte differentiation assay

Human pre-adipocytes (Zen-Bio, Inc., Research Triangle Park, NC) obtained from abdominal fat-reduction surgeries were cultured up to 80% confluency in preadipocyte growth medium (Zen-Bio, Inc.). Differentiation was induced by treating the cells with differentiation medium containing insulin, dexamethasone, IBMX and PPARγ agonist (Zen-Bio, Inc.). Subsequently the cells were maintained in adipocyte medium, which is identical to differentiation medium but lacks IBMX and PPARγ agonist (Zen-Bio, Inc.) for 7 days. Triglyceride accumulation was measured by the Infinity^TM^ triglyceride reagent kit (Sigma-Aldrich, St. Louis, MO).

### Histone demethylase activity assay

The histone demethylase activity of JMJD2A-C was assessed using the fluorogenic JMJD assay kit (BPS Bioscience, San Diego, CA) according to the manufacturer’s instructions. Inhibition assays were carried out in 384-well plates. The assay volume was 10 μl, and contained biotinylated histone H3 peptide substrate, demethylase enzyme and varying concentrations of the test compound in assay buffer. PA or apocynin was dissolved in dimethyl sulphoxide (DMSO). The formation of the fluorescent product was measured using a SpectraMax M2 plate reader (Molecular Devices, Sunnyvale, CA). The excitation and emission wavelength were 360 and 450 nm, respectively. The concentrations of PA required to inhibit 50% of the demethylase activity of a JMJD2 isoform were calculated by regression analysis using SigmaPlot software (Systat Software, Inc., San Jose, CA).

### Molecular modelling

Docking and subsequent scoring were performed using Sybyl-X1.3 software (Tripos Inc., St. Louis, MO).

### *Drosophila* and media

Unless otherwise stated, the *Drosophila* were reared on standard medium (9% cornmeal, 10% glucose, 4% dry yeast, 0.8% agar, 0.3% propionic acid and 0.1% *p*-hydroxybutylbenzoate) at 25°C. PA was dissolved in ethanol, and added to the standard medium or glucose-based medium (10% glucose, 2% agar and 0.3% propionic acid) before it solidified. Medium containing ethanol alone was used as a control. The yw (y1w67c23) strain of *Drosophila* was used in all experiments.

### Lifespan assay and viability

Lifespan analysis was performed as described previously [13]. During development, the *Drosophila* were reared on standard medium containing PA or ethanol as a control.

Newly eclosed *Drosophila* were kept in plastic chambers containing the glucose-based medium supplemented with either PA or ethanol (control). Five males or females were placed in the chamber, and 120 *Drosophila* were used for each assay. *Drosophila* were transferred to new chambers containing fresh medium every 2–3 days, and the number living. Twenty *Drosophila* aged 5–10 days were placed on standard medium and allowed to mate for 1 h, after which they were transferred to culture vials containing standard medium plus various concentrations of PA and allowed to lay eggs for 2 h. The culture vials were kept at 25°C. Viability was calculated by counting the number of eggs laid on the media and the number of eclosed *Drosophila* in each vial. Three culture vials were used for each concentration of PA.

### Affymetrix GeneChip microarray

*Drosophila*-derived S2 cells were cultured in Schneider’s *Drosophila* medium (Invitrogen, Life Technologies, Carlsbad, CA) supplemented with insulin (10 μg/mL; Nakarai Tesque, Kyoto, Japan) and 10% fetal bovine serum (FBS; HyClone Laboratories, South Logan, UT). Briefly, 10^6^ cells/well were seeded in six-well multiwall plates. RNA isolated from each sample was processed and hybridized to an Affymetrix GeneChip Drosophila genome 2.0 array according to the protocols described in the GeneChip Expression Analysis Technical Manual (Affymetrix, Santa Clara, CA). Raw data was submitted to National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/, platform accession number GSE37701).

### Quantitative (q) RT-PCR

Total RNA from two mycelia fragments was isolated using the RNeasy Plant Mini Kit (Qiagen, Valencia, CA). The total RNA (1 μg) was reverse transcribed using Rever Tra Ace (Toyobo, Osaka, Japan). The primers were as follows: *4E-BP*-F, CCA AAC TCC GCC GTC CAA CGT GCC C; *4E-BP*-R, ACT GTT CCT GGT CCT CAA TCT TCA G; *ferrochelatase*-F, CCT GAC AAA CGT TGT GGC AGA CCA C; *ferrochelatase*-R, TGG CGG TAC CAG CTT TTG CTC TCC C. *GAPDH2*-F, GCG GTA GAA TGG GGT GAG AC and *GAPDH2*-R, TGA AGA GCG AAA ACA GTA GC. All PCR reactions were carried out using SYBR Premix EX Tag (Takara Bio, Otsu, Japan). Amplification and detection was performed using the following program: 95°C (10 sec) and 60°C (1 min) for 50 cycles. Fold induction values were calculated according to the equation 2^ΔΔ^Ct, indicating the differences in cycle threshold numbers between the target gene and *GAPDH2*, and ^ΔΔ^Ct represents the relative values in the differences between control and treatments.

### Chemicals

3,4-dihydroxybenzaldehyde as a synthetic standard compound and resveratrol were purchased from Kanto Chemical (Tokyo, Japan). 2,4-pyridinedicarboxylic acid (2,4-PDCA) and apocynin (4-hydroxy-3-methoxyacetophenone) were purchased from Sigma-Aldrich Chemie GmbH (Steinheim, Germany).

### Statistical analysis

Statistical analysis was performed using R version 2.10.1 (http://cran.r-project. org/). The log-rank (Mantel-Cox) test was used to determine differences in survival curves and mean lifespan. Analysis of variance (ANOVA) and Student’s *t*-test were used to compare viability data between groups. Values of *p*<0.05 were considered statistically significant.

## Results

### Isolation and identification of PA from subcritical water extracts of *S. Senanensis* leaves

To identify the active small-molecule present in *S. senanensis* leaves, we prepared subcritical water extracts at 280°C and 10 MPa, and fractionated them by reversed-phase high-performance liquid chromatography (HPLC). Fraction 4 was identified as having antioxidant activity, as its SOSA measurement was relatively high (Figure 1A); it was therefore further fractionated by HPLC to obtain fraction 4-II, which had the highest activity of all the fractions (Figure 1B). Lyophilisation of fraction 4-II yielded a light-yellow powder and electron ionization-mass spectrometry (EI-MS; m/z 138[M]^+^; Figure 1C) and ^13^C- nuclear magnetic resonance (NMR) showed its molecular formula to be C_7_H_6_O_3_. ^1^H-NMR spectral data indicated the presence of a 1,3,4-trisubstituted benzene ring at δ 7.3 (2H) and δ 6.9 (1H), whereas δ 9.7 showed a singlet signal of an aldehyde group.

**Figure 1:**
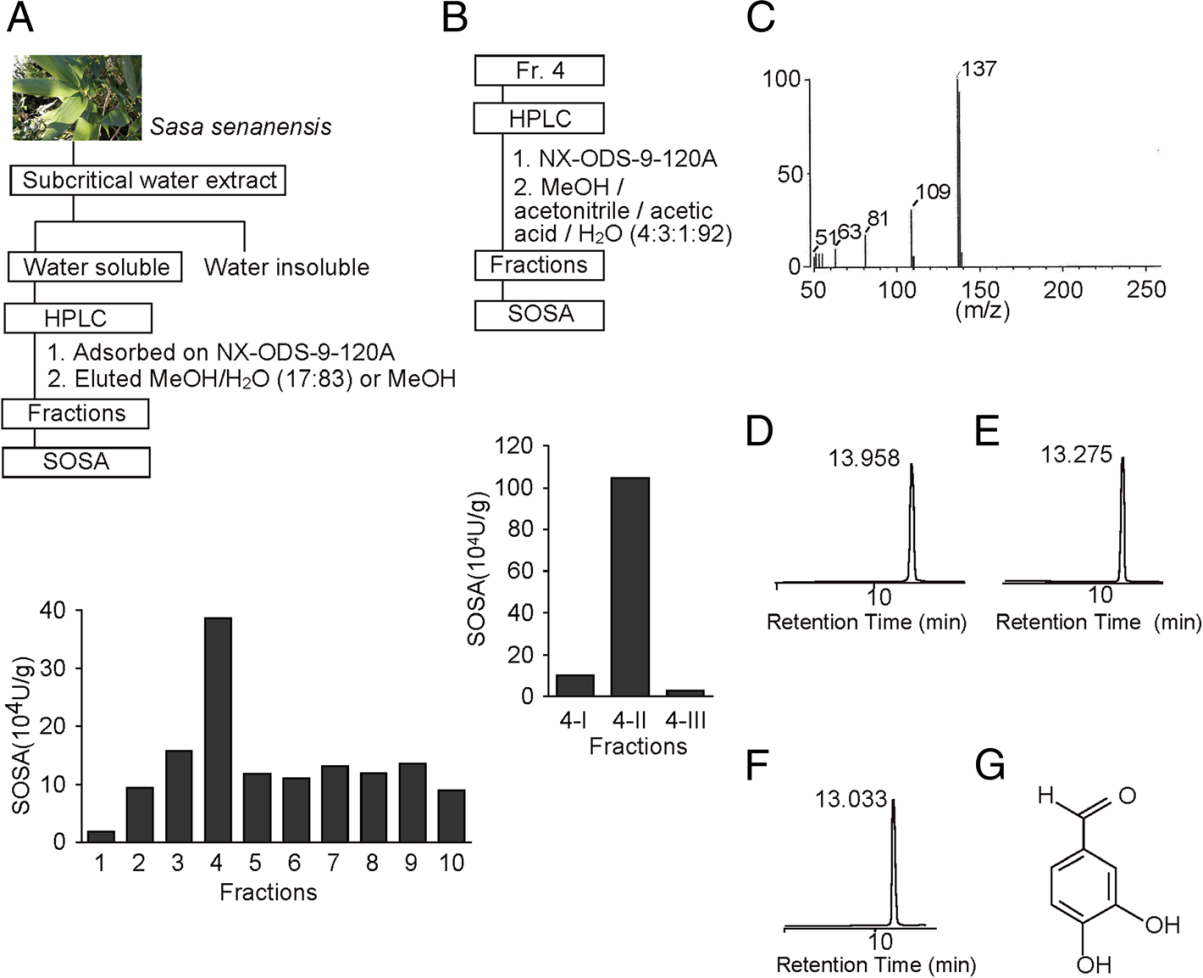
**Purification and identification of PA.** (**A**) Purification of antioxidative compounds from *S. senanensis* leaves. Subcritical water extracts were prepared from the leaves and fractionated by HPLC with MeOH/H_2_O (17:83). The SOSA was assessed for each fraction, and the highest value detected in fraction 4. (**B**) Purification of the compound by HPLC. Fraction 4 was further fractionated, and fraction 4-II found to contain the highest SOSA. (**C**) EI-MS spectra data of purified PA, which was identified using the SDBS. (**D**–**F**) HPLC chromatograms of fraction 4-II (**D**), synthetic PA (**E**), and a mixture of fraction 4-II and synthetic PA (**F**), in which the two compounds were co-eluted as a single peak. (**G**) Chemical structure of PA.

Using these data, we searched the National Institute of Advanced Industrial Science and Technology (AIST) Spectral Database for Organic Compounds (SDBS; see Methods), which suggested PA as a candidate substance. To confirm the identity of this molecule, we compared the HPLC retention time between fraction 4-II and synthetic PA. As shown in Figure 1D–F, the substance contained in this peak co-eluted with synthetic PA, suggesting that PA was indeed the major compound with SOSA in the subcritical-water extracts of *S. senanensis* leaves (Figure 1G).

### Effect of PA on adipocyte differentiation

Resveratrol is not only an NAD^+^-dependent deacetylase activator but also inhibits lipid-droplet accumulation in adipocytes [14]. We thus examined the effect of PA on human subcutaneous preadipocyte differentiation into adipocytes. As shown in Figure 2, PA caused a decrease in the amount of triglyceride in the adipocyte differentiation of human preadipocytes induced by insulin, isobutylmethylxanthine (IBMX), peroxisome proliferator-activated receptor γ (PPARγ) agonist and dexamethasone. This inhibitory effect was dose-dependent for PA concentrations ranging from 10 to 100 μM, and the half-maximal inhibitory concentration (IC_50_) for differentiation was about 30 μM. Similar results were obtained using resveratrol instead of PA. Under these conditions, the NADPH oxidase inhibitor apocynin was less effective than PA in inhibiting adipocyte differentiation.

**Figure 2:**
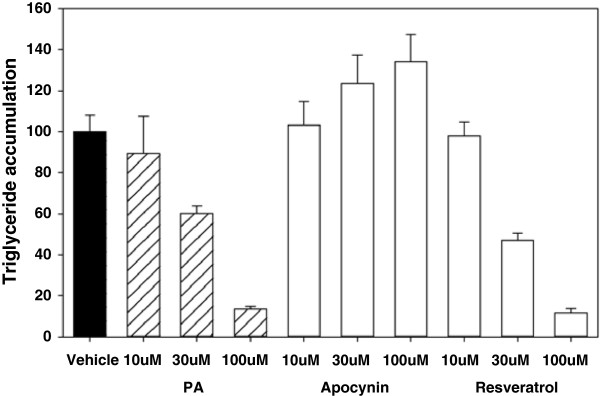
**Effect of PA on adipocyte differentiation.** Inhibition of human subcutaneous preadipocyte differentiation by PA. Differentiation was determined by the amount of lipid accumulation measured by total triglyceride. Data are expressed as a percentage of the control value. Values are mean ± standard error of the mean (SEM; n = 3).

### PA inhibits histone demethylase activity

3,4-dihydroxybenzoate, which has a similar chemical structure to PA, is capable of inhibiting the 2-oxoglutarate binding sites of prolyl 4-hydroxylase [15]; we thus tested the effects of PA on 2-oxoglutarate-dependent oxygenases in histone demethylation. A role for histone demethylation has previously been established during adipocyte differentiation [16,17]. As shown in Figure 3A3C, PA decreased the activities of Jumonji domain-containing protein 2A (JMJD2A), JMJD2B and JMJD2C, and this inhibitory effect was dose-dependent for PA concentrations. The IC_50_ values were 11.6 ± 1.5, 38.6 ± 10.0 and 33.7 ± 7.8 μM for JMJD2A, JMJD2B and JMJD2C, respectively.

**Figure 3:**
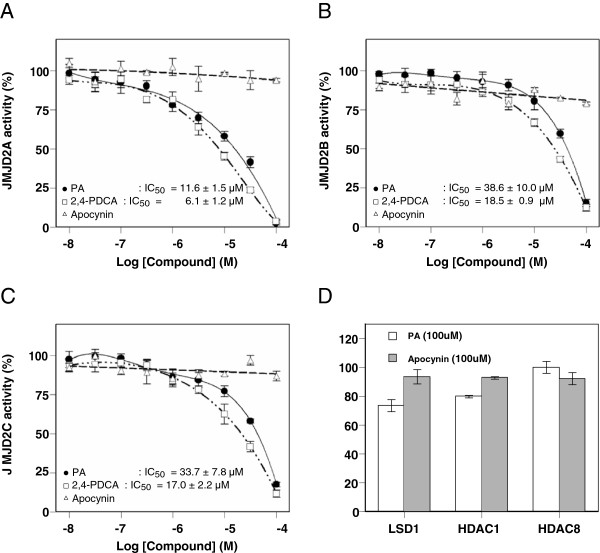
**Effects of PA on the activities of histone demethylases.** (**A**) Effects of PA, apocynin or 2,4-PDCA on histone demethylase JMJD2A activity. IC_50_ values are mean ± SEM of three separate experiments. (**B**) Effects of PA, apocynin or 2,4-PDCA on histone demethylase JMJD2B activity. IC_50_ values are mean ± SEM of three separate experiments. (**C**) Effects of PA, apocynin or 2,4-PDCA on histone demethylase JMJD2C activity. IC_50_ values are mean ± SEM of three separate experiments. (**D**) Effects of PA or apocynin on the activities of lysine-specific demethylase LSD1, histone deacetylase HDAC1 and HDAC8. Values are mean ± SEM (n = 4). Data are expressed as a percentage of the control value in each experiment.

Regarding JMJD2A activity, PA was 1.9-fold less potent than the JMJD2 inhibitor 2,4-PDCA. Under these conditions, apocynin had no effect on the activities of JMJD2A, JMJD2B and JMJD2C. To examine whether other types of histone demethylase could be similarly inhibited by PA, we tested the effect of PA on lysine-specific demethylase 1 (LSD1); however, 100 μM PA had no effect on LSD1 activity (Figure 3D). There was also no effect of PA on the activities of histone deacetylase 1 (HDAC1) and HDAC8 as examples of non-demethylase activity (Figure 3D).

The crystal structures of complexes with inhibitors have been reported for the histone demethylase JMJD2A [18]; we therefore performed a binding mode study of PA in the active site of JMJD2A using Sybyl-X1.3 software (Figure 4). The results indicated that PA would bind to JMJD2A.

**Figure 4:**
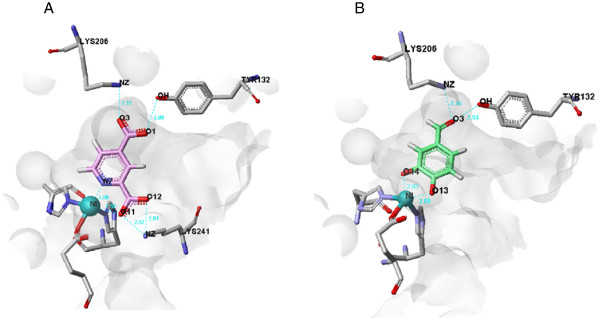
**View of the conformation of PA docked in the JMJD2A active site.** (**A**) Binding mode of 2,4-PDCA in JMJD2A. (**B**) Binding mode of PA in JMJD2A.

### PA extends the lifespan of *Drosophila in vivo*

We next examined the effects of PA on the lifespan of adult *Drosophila* kept under normal culture conditions. The mean lifespan of female *Drosophila* fed 0.3, 1 and 3 mM PA was increased by 13, 23 and 13%, respectively (p<0.001 for all; Figure 5A). However, no significant difference in lifespan was observed in male *Drosophila* (Figure 5B). To assess the toxicity of PA *in vivo*, we examined its effects on the egg-to-adult viability of *Drosophila* reared on media containing different concentrations of PA (Figure 5C– 5D). This revealed a gender difference in PA toxicity, with males being more sensitive and showing a slightly reduced viability during larval development at 1 and 10 mM PA. Larval development of both males and females was arrested at 100 mM PA.

**Figure 5:**
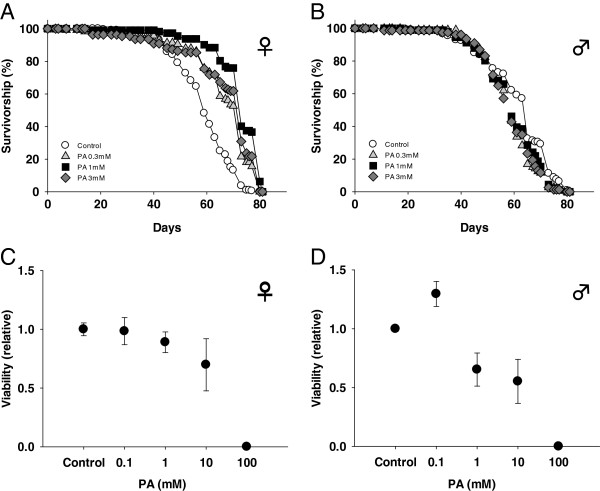
**Effects of PA on the lifespan and egg-to-adult viability of *Drosophila.*** (**A**) Survival curves of females kept on media containing PA. The mean lifespan of female *Drosophila* kept on 0.3, 1 and 3 mM PA was increased by 13%, 23% and 13%, respectively (*p*<0.001; log-rank test). (**B**) The survival curves of males revealed no effects of PA. (**C**) The viability of females was not affected at concentrations of up to 10 mM. (**D**) The viability of males was reduced by PA, even at 1 mM. Larval development was arrested at 100 mM in both genders (*p*<0.05, *t*-test).

### Gene expression analysis of *Drosophila* S2 cells

An Affymetrix GeneChip *Drosophila* genome 2.0 array was used to study the effect of PA on gene expression. 

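S2 cells, an embryo-derived Drosophila line with features of blood cells, were treated with 100 µM PA for 2 h or with vehicle, and RNA from 3 samples of each group was hybridized to 6 arrays. The deposited values are MAS5 signals, which are linear intensities for each probe set. Neither the version of MAS5 nor detection calls are given in the sources used here. On every array the mean signal after trimming 2% of the values from each end was 500, so no other scaling was applied before the main tests. The 75th percentile of the signal was 515 to 534 on the vehicle arrays and 492 to 495 on the PA arrays. The 99th percentile was 10897 to 11239 on the vehicle arrays and 11764 to 11913 on the PA arrays. Signals were taken to the log2 scale with no offset. Of 18952 probe sets, 183 controls were left out and 18769 were tested. In the annotation table, 13647 of the tested probe sets have 1 gene, 402 have several genes and 4720 have none. A gene with several probe sets was represented by the probe set with the highest mean log2 signal, and no gene was named from a probe set with several genes. The difference between PA-treated and vehicle-treated cells was tested with limma, with a trend of the variance on the mean signal, and a probe set was called at an adjusted p under 0.05. Whether the cultures within a group were grown and treated apart is not stated, so the p-values measure only the spread between these samples, which may be technical. The number of arrays limits the precision of each value.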

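In S2 cells treated with PA for 2 h, transcripts of an oxygen sensor, a fibroblast growth factor, an isoprenoid enzyme and enzymes of glutathione metabolism were higher than in vehicle-treated cells. Transcripts of regulators of transcription and of a peroxiredoxin were lower. The signal of CG34330 (probe set 1639737_at) was 70.9 ± 6.68 (SD, n = 3) with vehicle and 709.6 ± 25.0 (SD, n = 3) with PA. This is a log2 fold change of 3.33 (standard error 0.10, adjusted p = 1.22e-10 from limma), the largest rise among the named genes. With an offset of 64 before the log2, which weighs on its low vehicle signal, the change was 5.74-fold instead of 10.0-fold. Each PA array had a higher signal of CG34330 than each vehicle array (2-sided exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow, so that this test cannot reach 0.05). Hph (fatiga), the prolyl hydroxylase that marks the hypoxia-inducible factor (HIF) for degradation, had a signal of 1593 ± 84.0 with vehicle and 4758 ± 229.7 with PA (SD, n = 3 each). Its log2 fold change was 1.58 (standard error 0.05, adjusted p = 1.34e-10). For bnl, the fibroblast growth factor branchless, the signal rose from 140 ± 8.94 to 313 ± 16.6 (SD, n = 3 each), a log2 fold change of 1.17. Farnesyl diphosphate synthase (Fpps), an enzyme of isoprenoid synthesis, went from 2625 ± 163 to 5633 ± 113 (SD, n = 3 each), with a log2 fold change of 1.10 (standard error 0.05, adjusted p = 3.02e-09). Sirup (1.92), CG9815 (1.55), Dph1 (1.50), fok (1.48), CG31626 (1.15), Dgp-1 (1.01), GstD2 (0.86) and Gclm (0.86) complete the 12 largest rises, with log2 fold changes given in parentheses.
Among the genes that fell, the forkhead factor gene jumu had a signal of 2331 ± 125 with vehicle and 1461 ± 103 with PA (SD, n = 3 each), and it fell by 0.68 on the log2 scale (standard error 0.06, adjusted p = 8.8e-06). The gene wde (windei), whose product is a partner of a histone H3K9 methyltransferase, fell by 0.75 (standard error 0.09, adjusted p = 0.000219). Prx6c, which encodes a peroxiredoxin, fell by 0.61 (standard error 0.06, adjusted p = 5.58e-05). The log2 fold change of e(y)2b was -2.10, at a vehicle signal of only 43.1 ± 19.5 (SD, n = 3). The other genes among the 12 largest falls were MYPT-75D, alpha-Est9, Rab32, Muc68Ca, unk, Sema5c, Aduk and jigr1, with log2 fold changes from -0.76 to -0.61; the value of unk comes from probe set 1641033_a_at (-0.63), and its brightest probe set had -0.32. The calls of CG31626, e(y)2b, Muc68Ca and Aduk were lost after quantile normalization (adjusted p = 0.0677, 0.072, 0.0924 and 0.119) and when any of 4 to 6 of the arrays was left out, and that of Gclm without PA replicate 2. Over all probe sets tested, 429 were higher and 529 were lower with PA, and 39 of the higher and 23 of the lower ones changed by at least 1.5-fold. With each array centred on its median these counts were 58 and 350, with each array centred on its 75th percentile 988 and 211, and with no trend of the variance 7 and 0. Leaving out 1 array at a time gave 196 to 402 higher and 262 to 412 lower probe sets.

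**Figure D1:**
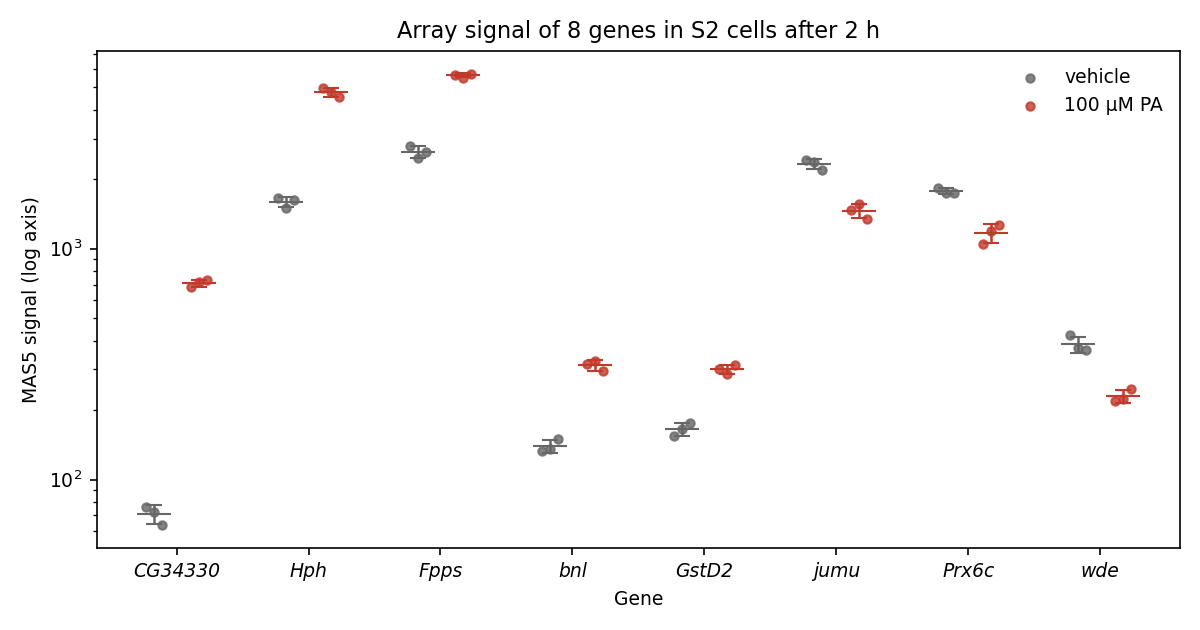
MAS5 signal (log axis) of 8 genes on each array of vehicle-treated (grey) and PA-treated (red) S2 cells. Points are arrays, and bars are the mean and SD of 3 arrays; the means for Hph are 1593 with vehicle and 4758 with PA, and those for jumu are 2331 and 1461.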

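By gene group, 11 of 35 glutathione transferase genes and 4 of 10 glycolysis genes were higher after PA and 12 of 18 cell cycle genes were lower, and the cell cycle list alone was still called with an estimated correlation between genes. Of 35 measured genes of glutathione transferases, which conjugate glutathione to reactive compounds, 24 did not pass the test (13 rose when adjusted over the list alone and 8 after quantile normalization; camera adjusted p = 2.9e-10). GstE7 and GstE3 rose by log2 fold changes of 0.60 and 0.49, and 2 of the 11, GstD2 and GstE7, are in Table 1. Of 10 measured glycolysis genes, 4 rose and 6 did not pass (6 rose when adjusted over the list alone; camera adjusted p = 4.56e-07), among them Pfk at a log2 fold change of 0.40 (standard error 0.07, adjusted p = 0.00363) and Tpi at 0.29. The calls of the other 2, Eno and Gapdh1, were lost after quantile normalization (adjusted p = 0.0938 and 0.115). Of 18 measured cell cycle genes, 12 fell and 6 did not pass (13 fell when adjusted over the list alone; camera adjusted p = 8.6e-12), and 7 fell after quantile normalization. CycB, a mitotic cyclin, fell by 0.41 (standard error 0.04), the kinesin gene Klp61F by 0.41 (standard error 0.07) and CycE, a cyclin of S phase entry, by 0.36 (standard error 0.05). Of 10 measured genes of the hypoxia response, 4 rose and 6 did not pass (4 rose and 3 fell when adjusted over the list alone; camera adjusted p = 0.0048). The 4 were Hph, bnl, scyl, an inhibitor of TOR signalling with a log2 fold change of 0.68, and Vhl at 0.24, a call that was lost without vehicle replicate 1 or 3 and without PA replicate 1 or 2. Without Hph, bnl and scyl, which the study picked from these arrays, the set of the remaining members had an adjusted p of 0.514 from camera, in the downward direction. This list is not limited to HIF target genes, and its members impL3 and Thor have no matched probe set. The median change of the whole hypoxia list was 0.01 (0.003 after quantile normalization and -0.004 with cyclic loess). Centring each array on its median lowers every gene by 0.081, and takes this median and those of the mevalonate and antioxidant lists below 0. Of 10 measured genes of the mevalonate pathway and SREBP, Fpps and SREBP rose (3 rose when adjusted over the list alone; camera adjusted p = 0.00379, or 0.0976 without Fpps), and the call of SREBP was lost after quantile normalization (adjusted p = 0.131) and without vehicle replicate 1 or 2 or PA replicate 1 or 2. The list had a median of 0.07 (0.11 after quantile normalization and with cyclic loess). Of 15 measured genes of the amino acid and integrated stress response, 3 rose, 1 fell and 11 did not pass (4 rose and 2 fell when adjusted over the list alone; camera adjusted p = 0.0048, or 0.0515 without AsnS). They include PPP1R15, a phosphatase subunit that ends the stress response, at a log2 fold change of 0.25 and Sesn, the sestrin gene, at -0.45. Of 17 measured antioxidant genes, 3 rose, 2 fell and 12 did not pass (7 rose and 3 fell when adjusted over the list alone; camera adjusted p = 0.114, and 0.0198 to 0.392 over the alternatives of camera, with 0.0353 in the upper 50% of signal, 0.0478 without vehicle replicate 1 and 0.392 without vehicle replicate 2); the list had a median change of 0.08 and a mean of -0.07. None of 19 measured markers of neurons, muscle, fat body and germline passed the test (camera adjusted p = 0.989). Only 7 of these 19 lie in the upper 50% of signal, and the list had a median log2 signal of 3.52. At such low signals few changes can be called, so this result decides little for most of them. The cell cycle list had an adjusted p = 0.0487 with an estimated correlation, and 0.109 when only genes in the upper 50% of signal entered. For glutathione transferases, glycolysis, the hypoxia response and the mevalonate pathway the value was adjusted p = 0.0939 with an estimated correlation, and for the integrated stress response adjusted p = 0.13 with an estimated correlation.

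**Figure D2:**
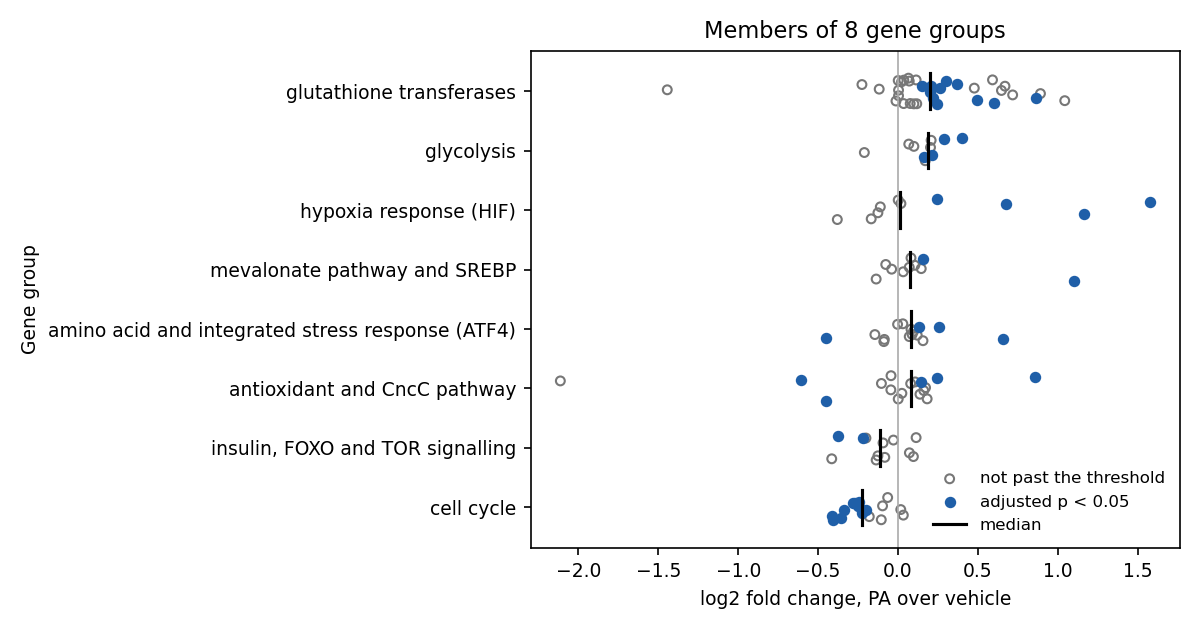
Log2 fold changes (PA over vehicle) of the measured members of 8 gene groups. Each circle is a gene, filled where its adjusted p was under 0.05, and the bars are group medians; 12 filled cell cycle genes lie below 0 and 11 filled glutathione transferase genes above it.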

As shown in Table 1, the addition of 100 μM PA to *Drosophila* S2 cells significantly affected the expression of 52 genes, with 29 being up-regulated and 23 being down-regulated. Since PA-induced up-regulation of the eukaryotic translation initiation factor 4E binding protein (4E-BP) was observed in microarray analysis, we next confirmed the effect of PA on 4E-BP at the messenger RNA level by quantitative reverse transcription polymerase chain reaction (qRT-PCR) analysis. 

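The annotation table used here assigns no probe set to 4E-BP, although Table 1 of the paper lists an array fold change for it. A bright probe set without a gene, 1 of 8 with the ratio that Table 1 lists for Thor, more than doubled with PA. Meanwhile 2 measured genes of insulin and TOR signalling fell. Thor is the 4E-BP gene. Its ratio of mean signals in Table 1, 2.26, was found to 2 decimals for 8 probe sets; 2 of these also had a p under 0.05 by the methods' t-test on log2 or linear signals, and of these 1, probe set 1635900_at, has no gene in the annotation and lies in the upper 50% of signal. Its signal was 4173 ± 222 (SD, n = 3) in vehicle-treated cells and 9446 ± 290.3 (SD, n = 3) in PA-treated cells. The log2 fold change was 1.18 (standard error 0.04, adjusted p = 8.15e-10 from limma, or 0.0582 with no trend of the variance). All PA arrays exceeded all vehicle arrays (exact permutation test, p = 0.1, the smallest that 3 arrays against 3 allow). Its assignment to 4E-BP rests on this shared ratio alone. 4E-BP, a repressor of cap-dependent translation, is a target of FOXO and of TOR signalling. Of 12 measured genes of insulin, FOXO and TOR signalling, 2 fell and 10 did not pass (1 rose and 5 fell when adjusted over the list alone; camera adjusted p = 0.0357, or adjusted p = 0.133 with an estimated correlation). Pdk1, a kinase that activates Akt, fell by 0.37 (standard error 0.07, adjusted p = 0.00462). The insulin receptor substrate gene chico fell by 0.22 (standard error 0.06, adjusted p = 0.0465, or 0.326 after quantile normalization). For foxo the log2 fold change was -0.42 (standard error 0.14, adjusted p = 0.11) and for the insulin receptor gene InR it was -0.13 (standard error 0.05, adjusted p = 0.163). The adjusted p of this list was 0.0665 without vehicle replicate 1 and 0.0673 without PA replicate 2, and it ranged from 0.0187 to 0.271 over the alternatives of camera; fry, which tests the list against no change, gave 0.0064. The paper cites reports that 4E-BP has a part in lifespan extension by dietary restriction. From these and the up-regulation of 4E-BP it proposes that 4E-BP signalling might have some part in the effect of PA on lifespan. It leaves this to further work and leaves open whether the insulin receptor is involved. The paper also names, as a reasonable hypothesis, that PA might lengthen life by lowering insulin/IGF signalling.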

As shown in Figure 6, treatment with PA produced about a 3.5-fold increase in qRT-PCR analysis. In contrast to 4E-BP, ferrochelatase as a negative control was quite inactive.

**Table 1:** **Expression of selected genes exhibiting > 1.5-fold or < 0.67-fold changes in *Drosophila *S2 cells after exposure to 100 μM PA for 2h**

**Accession number**	**Gene symbol**	**Gene description**	**Fold change**
Up-regulated genes			
NM_001103559	CG34330	_	10.0
NM_001038793	CG	_	3.78
NM_057233	*impL3*	lactic DH	3.78
NM_141268	*Hph*	fatiga	2.99
NM_001103964	*CG9815*	_	2.93
NM_140239	*CG11652*	_	2.82
NM_080713	*fok*	fledgling of Klp38B	2.80
NM_057947	*Thor*	eukaryotic initiation factor 4E-binding protein	2.26
NM_001144611	*bnl*	fibroblast growth factor	2.24
NM_058032	*Fpps*	Famesyl diphosphate synthase	2.15
Nm_079270	*Hsp67Bc*	Gene 3	2.07
NM_137458	*Dgp-1*	Dgp-1	2.02
NM_080173	GstD2	Glutathione S transferase D2	1.81
NM_170034	*Gclm*	Glutathione-cysteine ligase modifier submit	1.81
NM_138269	*cue*	cueball	1.68
NM_135115	*CG14005*	_	1.67
NM_001032272	*CG3785///CG33786*	_///_	1.65
NM_001170286	_	_	1.64
NM_001031943	*Hsp22///Hsp67Bb*	heat shock protein hsp22///Gene 2	1.63
NM_143700	*CG17724///seq*	_///sequoia	1.63
NM_141334	*CG10979*	_	1.61
NM_134584	*CG32512*	_	1.61
NM_001043271	*SNF4Agamma*	Lochrig	1.61
NM_140199	*scyl*	scylla	1.59
NM_144004	*CG3348*	_	1.58
NM_206410	*asaragine-synthetase*	asparagine synthetase	1.57
NM_135328	*Spn28D*	Dm-serpin-28D	1.57
NM_001144540	*CG2017*	GP-1 related	1.55
NM_137485	*GstE7*	Glutathione S transferase E7	1.52
Down-regulated genes			
NM_138240	*CG9194*	_	0.55
NM_143815	*Invadolysin*	invadolysin	0.59
NM_140792	*MYPT-75D*	MYPT-75D	0.59
NM_136764	*wde*	Windei	0.60
NM_057696	*Ret*	Ret oncogene	0.60
NM_079534	*alpha-Est 9*	fragment J	0.62
NM_130578	*CG32809*	_	0.62
NM_079937	*sls*	sallimus	0.62
NM_001014750	*mnb*	minibrain	0.62
NM_079578	*jumu*	Domina	0.63
NM_080370	*ltd*	lightoid	0.63
NM_001103650	*Btk29A*	Btk family kinase at 29A	0.63
NM_168566	*CG32135*	_	0.63
NM_206332	*Muc68Ca*	Muc in 68Ca	0.64
NM_001031884	*CG33691///CG33692*	///	0.64
NM_176545	*unk*	unkempt	0.65
NM_168366	*CG42268*	CG32044	0.65
NM_001169959	*Sema-5c*	Semaphorin 5C	0.65
NM_078959	*Prx2540-2*	peroxiredoxin 2540	0.66
NM_001104450	*jigr1*	CG17383	0.66
NM_001169949	*Pi3K68D*	dPI 3-kinase	0.66
NM_001169228	*fs(1)h*	rancor	0.66
NM_078607	*dah*	Apodystrophin	0.67
NM_137485	*GstE7*	Glutathione S transferase E7	1.52

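Besides glutathione enzymes and Hph, the genes of Table 1 that rose include a regulator of energy metabolism and an enzyme of amino acid synthesis, and those that fell include a lipid kinase and a cytoskeletal gene. SNF4Agamma, a regulatory subunit of AMP-activated protein kinase, had a signal of 623 ± 36.4 with vehicle and 1005 ± 43.7 with PA (SD, n = 3 each). Asparagine synthetase (AsnS) had signals of 1162 ± 78.6 and 1826 ± 69.5 (SD, n = 3 each), with a log2 fold change of 0.65 (standard error 0.05, adjusted p = 7.76e-06 from limma). Pi3K68D, a class II phosphatidylinositol kinase, fell by 0.59 (standard error 0.09, adjusted p = 0.00168), and dah, a dystrophin-related gene, fell by 0.59 as well. Table 1 lists 52 different genes, and 44 of them, 24 up-regulated and 20 down-regulated, were matched to a probe set by accession number or symbol. The log2 change had the listed direction for all 44. All 24 up-regulated genes and 12 of the 20 down-regulated genes passed an adjusted p under 0.05, and with no trend of the variance 5 of the 44 did; the study picked these genes on the same arrays, so this is not independent evidence of their direction. The down-regulated genes that did not pass were CG9194, Invadolysin, Ret, CG32809, sls, mnb, CG42268 and 1 gene matched through a probe set with several genes. The ratio of mean signals was within 0.01 of the listed value for 39 of the 44 genes, and for all 44 when any probe set of the gene could be taken. Of the 44 genes, 15 have several probe sets and 5 were matched through a probe set with several genes. The median of the up-regulated genes lay at percentile 83.1 of the mean signal of all tested probe sets and that of the down-regulated genes at percentile 66.2. No probe set was matched to 8 genes, among them Thor, impL3 (lactate dehydrogenase), Hsp67Bc, Btk29A and fs(1)h. A ratio of 3.78, which Table 1 gives for impL3 and for another gene, was found for probe set 1635227_at, which has no gene in the annotation and rose from 1523 ± 43.4 to 5750 ± 144 (SD, n = 3 each). Sirup (probe set 1626442_at), named among the 12 largest rises, had a ratio of mean signals of 3.778 as well. Probe set 1635227_at lay at percentile 93.8 of the mean signal and that of Sirup at percentile 94.4. Since 7 probe sets share the listed ratio, 1635227_at was assigned to no gene and Sirup to no row of Table 1. Sirup may therefore be a gene that Table 1 lists, which was not tested.

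**Figure D3:**
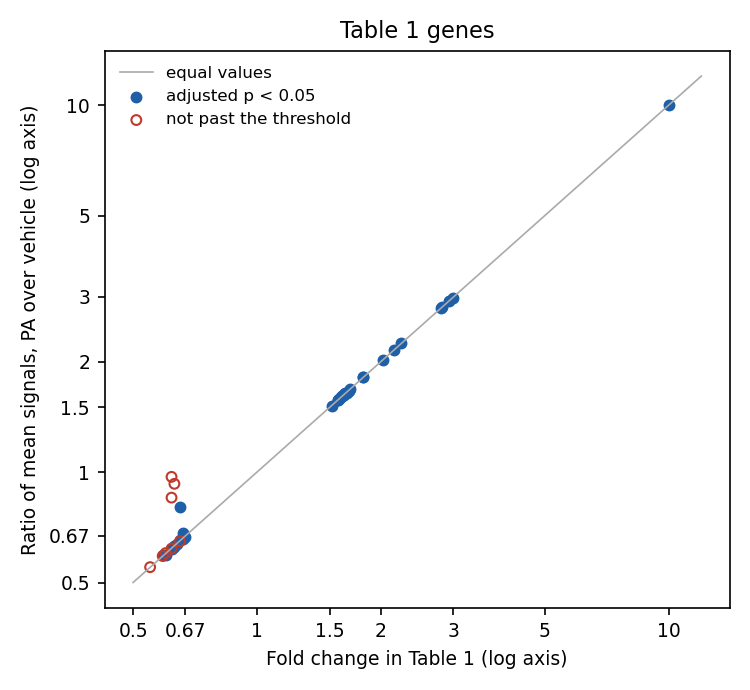
Ratio of the mean signals of PA-treated over vehicle-treated cells, against the fold change in Table 1, for 44 genes (both axes logarithmic). Filled circles are genes with an adjusted p under 0.05, and the line marks equal values; 36 circles are filled.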

Fold changes relative to vehicle-treated cells. 

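Hph, Fpps, GstD2, bnl and SNF4Agamma among the higher genes, and jumu, wde and jigr1 among the lower ones, had p under 0.05 by the methods' t-test and were past the fold limits of Table 1. Of the 44 genes of Table 1 with a probe set, 39 were past both limits; sls, mnb, unk and 2 genes matched through probe sets with several genes were not. When the probe set nearest to the listed fold was taken for each gene, all 44 were past both limits. The study picked these genes on the same arrays by the same limits. Both counts were thus largely fixed in advance and are not independent evidence. Over all probe sets tested, the methods' t-test on log2 signals had p under 0.05 for 2694. Of these, 356 were over 1.5-fold and 229 under 0.67-fold. Among these 585 probe sets, 478 lay in the lower 50% of mean signal and 62 also had an adjusted p under 0.05 from limma. PA arrays lay above all vehicle arrays for 1804 of all tested probe sets and below all of them for 2225, together 21.5%. A random order of the arrays gives 10% on average for 3 arrays against 3. A difference between the arrays that depends on signal can also raise this share. In decile 8 of mean signal, for example, the median log2 change was -0.081 and the median replicate SD 0.085. Probe sets on the same arrays are also not independent, so the excess cannot be credited to PA alone. Restricting the t-test to the upper 50% of mean signal left 59 probe sets over 1.5-fold and 48 under 0.67-fold, and adjusting its p-values by the Benjamini-Hochberg method left 14 and 0.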

Genes were differentially transcribed at *p*<0.05 (*t*-test).

**Figure 6:**
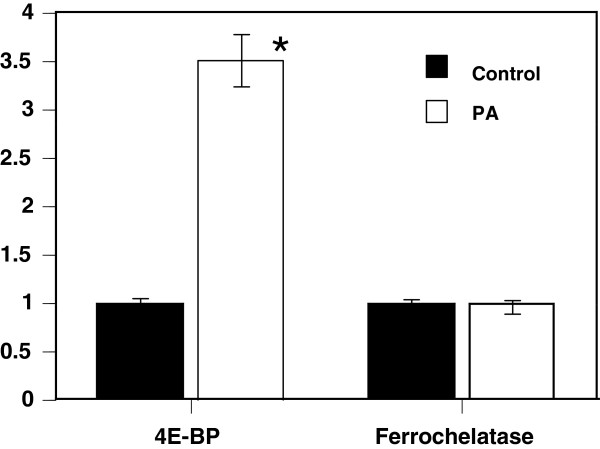
**Effect of PA on gene expression in *Drosophila *S2 cells.** qRT-PCR analysis of 4E-BP or ferrochelatase mRNA in *Drosophila* S2 cells treated with 100 μM PA for 2 h. Glyceraldehyde 3-phosphate dehydrogenase (GAPDH) is included as an internal control. Results are mean ± SEM (n = 5). *p<0.01 compared with vehicle (0.1% DMSO).

## Discussion

Histone demethylation has been suggested to play an important role in the lifespan of model organisms [19,20]. However, much of the evidence for this came from manipulations made using RNAi-mediated knockdown. Here we report additional evidence in favour of the inhibitory effects of the histone demethylase JMJD2 family by the small molecule PA. Previously, PA was known as a polyphenol that is naturally found in the fruiting bodies of *Phellinus linteus*, *Ganoderma applanatum* and *Ranunculus sieboldii*, the roots of *Salvia miltiorrhiza*, the leaves of *Vitis vinifera*, and grape and barley seeds [21-27]. It was shown to inhibit the activities of tyrosinase, herpes simplex virus type-1 replication, tumour necrosis factor (TNF)-α-induced cell-surface expression of vascular adhesion molecule-1, aldose reductase, phosphatidylinositol kinase and advanced glycation end product-bovine serum albumin (BSA) formation [28-31].

Several studies reported on the use of pharmacological manipulation with transcription factors and nucleosomal histone modification to inhibit adipocyte differentiation [16,17]. To gain further knowledge of relative efficacy, the inhibitory effects of PA were compared with a well-known JMJD2 family inhibitor, 2,4-PDCA. PA was approximately 2-fold less potent than 2,4-PDCA in affecting JMJD2A activity. Moreover, inhibitory changes by PA were sensitive to the JMJD2 family but insensitive to LSD1, suggesting that PA might involve 2-oxoglutarate oxygenase from the Jumonji domain-containing family, but not amine oxidase in lysyl demethylase. To better understand the property of PA, it is important to clarify the specificity of PA against different classes of histone demethylases. As 2,4-PDCA and the collagen proline hydroxylase inhibitor 3,4-dihydroxybenzoate bind to the 2-oxoglutarate binding site of prolyl 4-hydroxylase, inhibition of the 2-oxoglutarate co-substrate in the JMJD2 family is a potential mechanism [12,32]. Further studies are needed to elucidate the identity of the demethylation site that may be affected by PA. Crystallographic analyses of JMJD2A in complex with 2,4-PDCA have shown that it binds in a similar manner to the 2-oxoglutarate co-substrate [15,33]. In the present study, molecular computational modelling analysis showed that PA can bind to JMJD2A at the active site, in a similar manner to 2,4-PDCA.

In humans, about 30 JmjC proteins have been identified and grouped into eight distinct subfamilies: JHDM1, JHDM2, JMJD2, PHF2, PHF8, Jumonji(A + T)-rich interactive domain (JARID), ubiquitously transcribed tetratricopeptide repeat X/Y-linked (UTX/UTY) and JmjC-domain [34]. Han and colleagues observed that RNAi of the utx-1 gene extends the mean lifespan of *Caenorhabditis elegans* by about 30% [19]. By contrast, Li et al. recently reported that histone demethylase-inactive Lid flies are short lived [20], whereas another study showed that disruption of Dmel/Kdm4A, a homologue of the human JMJD2 family, reduces male-specific longevity [35]. Lifespan is highly sensitive to genetic background and environmental conditions. Therefore, it is possible that the physiological situation is different between Kdm4A mutant flies and those treated with PA. Lifespan of Kdm4A mutant male was shorter than wild-type, while that of mutant females was unchanged. In contrast, PA extended the lifespan of female, but not male. Interestingly, its toxicity was more obvious in males than in females. Therefore, there is a consistency of sex difference: females were more tolerant to the reduced activity of Kdm4A compared to males. PA might have additional functions including inhibitory activity against other KDM4/JMJD2 demethylases. Further studies are needed to clarify the mechanism of lifespan extension by PA.

In the present study, *Drosophila* lifespan extension was specific to female individuals. Gender-specific lifespan extension has been reported in several *Drosophila* mutants, including the insulin substrate *chico*, kelch-like ECT-associated protein 1 (*keap1*), *p53* and puckered (*puc*) mutants [36-39].

Another goal of the present study was to gain insights into the genetic components affected by PA through a large-scale analysis of gene expression. In *Drosophila* S2 cells, 4E-BP was up-regulated in response to PA. 4E-BP has been reported to play an important role in lifespan extension following dietary restriction in *Drosophila*[40]. Moreover, Demontis et al. recently reported that key roles of FOXO/4E-BP signaling are to preserve muscle function and extend the lifespan of *Drosophila*[41]. Thus, extension of *Drosophila* lifespan by PA might involve, at least in part, the 4E-BP signal cascade. It is unclear at present whether PA induces 4E-BP via the insulin receptor/4E-BP pathway. It is reasonable hypothesis that PA might extend the lifespan through downregulating the insulin/IGF signaling pathway. Further studies are needed to elucidate whether the intracellular 4E-BP-dependent signaling pathway induced by PA might affect the lifespan extension of *Drosophila*.

## Conclusions

PA from subcritical water extracts of *S. senanensis* leaves showed notable inhibitory effect on the histone demethylase JMJD2A. Moreover, PA significantly extended the lifespan of female *Drosophila*. In addition to identifying PA as a histone demethylase JMJD2 family inhibitor, we suggest a model for how JMJD2 enzymes might be involved in lifespan extension, and propose PA as a target for anti-aging.

## Abbreviations

4E-BP: Eukaryotic translation initiation factor 4E binding protein; EI-MS: Electron ionization-mass spectrometry; ESR: Electron-spin resonance; GAPDH: Glyceraldehyde 3-phosphate dehydrogenase; HDAC: Histone deacetylase; HPLC: High-performance liquid chromatography; IBMX: 3-isobutyl-1-methylxanthin; JMJD: Jumomji domain-containing protein; LSD: Lysine-specific demethylase; NMR: Nuclear magnetic resonance; PA: Protocatechuic aldehyde; qRT-PCR: Quantitative reverse transcription polymerase chain reaction; SDBS: Spectral database for organic compounds; PPAR: Peroxisome proliferator-activated receptor; Sir2: Silent information regulator 2; SOSA: Superoxide-anion-radical scavenging activity.

## Competing interests

YN-Y, YM and TH are employees of Hakuju Life Science Co. Ltd., and EM and SN are employees of Nagara Science Co. Ltd. All other authors have no competing interests.

## Authors’ contributions

YN-Y and YS contributed equally to this work. YN-Y, YS and TA designed and supervised the research, and wrote the manuscript. YS performed biological experiments. YN-Y, YM and TH performed molecular pharmacological experiments. EM and SN performed phytochemical experiments. TS performed subcritical extractions. All authors read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1472-6882/12/101/prepub

How the deposited data were processed for this re-analysis (not part of the article)

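The re-analysis used the array experiment only. RNA of Drosophila S2 cells treated with 100 µM PA for 2 h (3 samples) or with vehicle (3 samples) had been hybridized by the authors to GeneChip Drosophila genome 2.0 arrays, 1 array per sample, and the deposited values are MAS5 signals (intensity, linear scale). The submitters' notes name MAS5 without a version, and raw probe intensities were not analysed here. The adipocyte, enzyme, docking, lifespan and qRT-PCR experiments were not analysed here. The values of each array were checked to be above 0, on a linear range and scaled to a mean of 500 after trimming 2% from each end, with medians of 20.9 to 25.0, so they were used without further scaling. Groups were taken from the sample labels. The main test did not pair arrays by the labels' numbers 1 to 3. Residuals of arrays with the same number had correlations of -0.01, -0.004 and -0.039 across probe sets. For arrays with different numbers they were -0.057 to 0.068. Such correlations cannot exclude a pairing that acts on few genes. Hsp26 and Hsp68 were highest on number 3 in both groups, while Hsc70-4 and DnaJ-1 were so with vehicle only. Whether the numbers pair the arrays therefore stays open.

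The main test was limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend), PA minus vehicle, on log2 signals of the 18769 probe sets that are not controls, with Benjamini-Hochberg adjustment. Every adjusted p in the text that names no other test comes from limma. The methods' t-test was the 2-sided Student's test on log2 signals at p under 0.05, with the limits over 1.5-fold and under 0.67-fold of Table 1; the paper's text does not name the scale of the test, a filter on signal or an adjustment. Exact permutation tests of single genes used scipy 1.17.1 in Python 3.11.15. Gene symbols came from the platform's annotation table and were brought to current symbols through gene identifiers for 13544 of the 13647 probe sets with 1 gene, which cover 11983 genes. No position is given, since the array annotation names no genome build.

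Named are the 12 genes with the largest rise and the 12 with the largest fall among called probe sets with 1 gene, every PA array on 1 side of every vehicle array and a mean log2 signal above the median of all tested probe sets; the genes that Table 1 or the text of the paper names; and up to 4 members of each gene list with the smallest p. Irp-1A falls outside this rule and was named after its values were seen. Lists, tests, named-gene rule and most alternatives were set before the data were examined, but after Table 1 had been read, so that its genes count as seen; 7 alternatives were added later. The 21 lists cover the hypoxia response, glycolysis, glutathione transferases, antioxidant genes, heat shock, the integrated stress response, endoplasmic reticulum stress, insulin, FOXO and TOR signalling, the mevalonate pathway, JmjC and LSD1 histone demethylases, iron and heme, metal response, ribosomal proteins, oxidative phosphorylation, proteasome, innate immunity, JNK and p53, ecdysone response, cell cycle, hemocyte markers and markers of other cell types. They were tested with camera from limma at a preset correlation of 0.01, on 1 probe set for each gene, and adjusted over the lists. Of the lists, 12 were called higher, 2 lower and 7 were not called; with an estimated correlation 1 was called.

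The alternatives were centring on the median or the 75th percentile, quantile and cyclic loess normalization, offsets of 16 and 64 before the log2, filters on mean signal, limma without a trend, with robust variances, with array weights or with the sample number as a block, other forms of the methods' t-test, for the lists also fry, which tests a list against no change, and leaving out each of the 6 arrays. Tested on simulated data with the spread of these arrays and 200 changed probe sets, the main test made 103 calls, of which 5 (4.9%) were false. In probe sets above the 75th percentile of brightness it found 34 of 34 changes of 1.5-fold and 19 of 31 (61.3%) of 1.2-fold, and between the median and that percentile 9 of 33 (27.3%) of 1.5-fold, which is the precision that 3 arrays per group give. With no change simulated it made 0 calls, while the methods' t-test with its fold limits made 518. The simulated probe sets varied independently, with variances drawn as limma assumes. They held no difference between whole arrays and no correlation between genes. The simulation therefore cannot show what share of the calls on the real arrays is false.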

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

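Of the tests in this part, those on genes of the same brightness, on the cre controls and on the hypoxia genes, and the splits for the methods' t-test, were chosen after the results were seen. In gene groups that Table 1 covers in part or not at all, 12 of 18 cell cycle genes fell, 28 of 41 ribosomal protein genes rose and 11 of 35 glutathione transferase genes rose with PA; 2 of the 11, GstD2 and GstE7, are in Table 1, and none of the cell cycle and ribosomal protein genes is. Coprox and Alas, which encode coproporphyrinogen oxidase and the first enzyme of heme synthesis, rose by log2 fold changes of 0.48 (standard error 0.04, adjusted p = 9.81e-06 from limma) and 0.45 (standard error 0.05, adjusted p = 8.14e-05).

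The real grouping of the arrays gave 958 calls by limma and the highest of the 9 other splits gave 0. It gave 585 calls by the methods' t-test with its fold limits, where the other splits gave 463 to 558. In both cases 1 of 10 splits, the real grouping, gave as many calls, and 10 splits are too few for a share under 0.05.

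Ribosomal protein genes had a median log2 change of 0.16 (standard error over arrays 0.03), and RpS21 rose by 0.22. Other genes of the same brightness had a median change of 0.076 (standard error 0.016), and the ribosomal genes exceeded them by 0.081 (standard error 0.022). A gene near several ribosomal genes was counted only 1 time, which left 180 genes beside 41 ribosomal ones. The compared genes may therefore be less bright, and the excess cannot decide whether a difference shared by genes of that brightness is the whole cause. The cre hybridization controls, added in fixed amounts, had a mean change of 0.12 (standard error 0.05). They had 0.19, 0.13 and 0.04 on the 3 PA arrays against -0.04, -0.01 and 0.04 on the vehicle arrays. An intensity-dependent difference between the arrays thus cannot be told apart from a change in the cells. After quantile normalization the ribosomal median was 0.02 (standard error 0.01), its excess over genes of the same brightness was 0.04 (standard error 0.012), 1 gene was called, and the list had an adjusted p of 0.0413 (1.49e-23 to 0.111 over the alternatives); 29 of the 100 brightest genes encode ribosomal proteins, so that this normalization may also take away a change in the cells. An effect of PA on these transcripts stays open and was not tested apart from the array difference.

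Cell cycle genes fell with a median of -0.23, and other genes of the same brightness had a median change of -0.028, which argues against an intensity-dependent difference between the arrays. Leaving out each array in turn gave adjusted p-values of at most 1.02e-10, which argues against a single array as the source. After quantile normalization the list median was -0.18 and its adjusted p 2.08e-12, within a range of 2.08e-12 to 0.109 over the alternatives, and the upper end comes from an estimated correlation among genes in the upper 50% of signal. A fall of cell cycle transcripts caused by PA is a hypothesis that may fit these values, and a difference in density or handling between the cultures was not tested.

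Among genes of the hypoxia response, Hph, bnl, scyl and Vhl rose. Each kept at least 99.0% of its log2 change after quantile normalization. Before it, the median change of all probe sets by decile of mean signal was -0.084 to 0.119. Changes as large as those of Hph, bnl and scyl could therefore not be lost in this way, so the test decides nothing for them. An intensity-dependent shift of the size of these decile medians is too small to account for the rise of Hph, bnl and scyl. Whether HIF target genes rose in general cannot be told apart from a rise of these few. The list without the genes of Table 1 had an adjusted p of 0.514 from camera, in the downward direction. It holds few members, is not limited to HIF target genes, and lacks impL3 and Thor, which have no matched probe set. Of the list, 3 genes fell when adjusted over the list alone. Vhl rose, a call that was lost when any of 4 of the arrays was left out. An effect of PA on these genes stays open, and no biological explanation for it was tested.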

How the results depend on the processing

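Tests with cyclic loess and those with a filter on signal changed together with another choice were added after the data had been seen. The counts of 429 higher and 529 lower probe sets moved to 58 and 350 with median centring, 238 and 266 with quantile normalization, 988 and 211 with centring on the 75th percentile, 225 and 314 with an offset of 64, 7 and 0 with no trend, 248 and 269 with cyclic loess, 77 and 86 in the upper 50% of signal with no trend, 29 and 9 for the methods' t-test with Benjamini-Hochberg adjustment, and 39 and 23 with at least 1.5-fold. With an offset of 16 there were 270 higher, and in the upper 50% after quantile normalization 352 lower. With the sample number as a block there were 386 higher and 557 lower. Without vehicle replicates 1, 2 and 3 the counts were 260 and 283, 220 and 282, and 402 and 412, and without PA replicates 1, 2 and 3 they were 196 and 329, 213 and 294, and 218 and 262. The cause of these moves was not tested, apart from the fewer arrays or probe sets that some settings use and the shift of every log2 change by centring, which is -0.081 with the median and 0.08 with the 75th percentile; with no trend, limma had 776 higher and 1050 lower probe sets at an unadjusted p under 0.05. The methods' t-test gave 59 over 1.5-fold and 48 under 0.67-fold in the upper 50% of signal, 14 and 0 with Benjamini-Hochberg adjustment, 63 and 56 in the upper 50% on linear signals with a ratio of mean signals, and 21 and 4 with these 2 changes at a mean signal over 500; leaving out each array gave 322 to 368 and 243 to 313. Of the 44 matched genes of Table 1, 36 were past the threshold, 35 to 36 without each array and 5 with no trend; 44 had the listed direction, and 43 to 44 without each array. The unnamed probe set 1635900_at kept its log2 change of 1.18 but had an adjusted p of 0.0582 with no trend; without each array the change was 1.13 to 1.21. Ferrochelatase, for which filters on signal were not run, passed the threshold with centring on the 75th percentile (log2 change 0.23, adjusted p = 0.021) and under no other alternative run for it, and its change was 0.11 to 0.18 without each array. The number of called lists, 14, fell to 1 with an estimated correlation and to 0 with an estimated correlation in the upper 50%, where camera had 9 lists at an unadjusted p under 0.05, and was 13 to 14 without each array. Hsc70-4 (0.12) turned to -0.027 with quantile normalization and -0.008 with cyclic loess, and the hypoxia list turned downward without the Table 1 genes (adjusted p = 0.514, or 0.68 in the upper 50%). Of 92 called values among 135 named ones, 60 were kept with quantile normalization, 52 with median centring, 87 with centring on the 75th percentile, 7 with no trend and 64 to 83 without each array. Low signals limit the calls: 422 of the higher and 525 of the lower probe sets lie in the upper 50% of signal.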

Differences from the paper's values

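The alternatives named here were set before the data were examined, except where stated. The paper lists 29 up-regulated and 23 down-regulated genes at p under 0.05 by t-test and over 1.5-fold or under 0.67-fold, and the title of Table 1 calls them selected genes. The methods' t-test with these limits gave 356 and 229 probe sets. None of the alternatives of this test set in advance comes within 1.5 times of either count of the paper: on linear signals they were 307 and 220, with a ratio of mean signals 354 and 231, with both 305 and 222, with Welch's form 258 and 163, in the paired form by block 287 and 156, with median centring 296 and 310, with quantile normalization 312 and 279, in the upper 50% of signal 59 and 48, with Benjamini-Hochberg adjustment 14 and 0, and without each array 322 to 368 and 243 to 313. At other thresholds than the paper's, an adjusted p under 0.05 from limma with at least 1.5-fold, 39 were higher and 23 lower, and this setting drops 10 of the 44 matched genes of Table 1. The setting with a mean signal over 500, linear signals and a ratio of mean signals gave 21 and 4, was chosen after seeing the values, and drops 26 of the 44; its first count is within 1.5 times of the paper's and its second is not.

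For mnb the paper's fold change is 0.62 and the value here is 0.971, from the brightest probe set of the gene. With median centring the value was 0.919, within 1.5 times of the paper's; under all other alternatives set in advance it was 0.95 to 1.03 and differed. Another probe set of mnb, with a lower signal, has a ratio of 0.623. With the main settings, for all 43 other matched genes the difference was smaller than the limit used (a ratio of 1.5 and more than the spread between replicates). Many listed folds lie near 1.5 or 0.67, so this limit also passes genes with little change and is weak evidence of equal values. For example, sls was within it at 0.859 against the paper's 0.62 (adjusted p = 0.666 from limma). CG34330 differed with an offset of 64 (5.74 against the paper's 10.0). Without vehicle replicate 2 sls differed (0.94 against the paper's 0.62), and a gene matched through a probe set with several genes did so under 3 alternatives.

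Table 1 lists GstE7 a second time among the down-regulated genes, with the same fold change above 1; here GstE7 was higher with PA, with a ratio of mean signals of 1.52.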

Other observations

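Of the tests in this part, the comparison with genes of the same brightness was chosen after results were seen. In iron and heme metabolism, 4 of 19 measured genes rose, 1 fell and 14 did not pass (5 rose and 1 fell when adjusted over the list alone; camera adjusted p = 0.000487, or adjusted p = 0.0939 with an estimated correlation). Besides Coprox and Alas, the mitochondrial iron carrier gene mfrn rose by a log2 fold change of 0.35 (standard error 0.06), and Fer1HCH, a ferritin subunit gene, by 0.14, a change of 0.00 after quantile normalization (adjusted p = 0.999). The gene that fell was Irp-1A, an iron regulatory protein, with -0.21, and this call was lost after quantile normalization too (adjusted p = 0.24). Ferrochelatase (FeCH), the last enzyme of heme synthesis and the paper's negative control in qRT-PCR, had an array signal of 1418 ± 60.2 (SD, n = 3) with vehicle and 1574 ± 76.0 (SD, n = 3) with PA. Its log2 fold change was 0.15 (standard error 0.05, adjusted p = 0.107 from limma; exact permutation test, p = 0.1). Gapdh1, a paralogue of the GAPDH2 used as the internal control in qRT-PCR, had a log2 fold change of 0.16 (adjusted p = 0.0129, or 0.115 after quantile normalization).

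Genes of oxidative phosphorylation, the proteasome, innate immunity, heat shock and the endoplasmic reticulum stress response were called higher as lists by camera at its preset correlation; none of the 5 was called with an estimated correlation, and after quantile normalization the proteasome, heat shock and endoplasmic reticulum lists were not. For oxidative phosphorylation 14 of 69 measured genes rose (28 when adjusted over the list alone; camera adjusted p = 1.97e-12, or adjusted p = 0.0939 with an estimated correlation), COX7C by 0.19, and the list median of 0.12 was 0.04 after quantile normalization, where limma called 0 genes (8 higher at an unadjusted p under 0.05); other genes of the same brightness rose by a median of 0.061 (standard error 0.011). Of 40 measured proteasome genes 2 rose (13 when adjusted over the list alone; camera adjusted p = 3.35e-06, adjusted p = 0.141 with an estimated correlation, and 0.534 after quantile normalization, where limma called 0 genes, with 2 higher and 2 lower at an unadjusted p under 0.05); the median change of this list was 0.08 and its mean -0.07. Among 13 measured genes of innate immunity 5 rose (7 when adjusted over the list alone and 2 after quantile normalization; camera adjusted p = 2.62e-05, or adjusted p = 0.0939 with an estimated correlation), and the antimicrobial peptide genes Drs and CecB had log2 fold changes of 0.28 and 0.27. Of 11 measured heat shock genes, from 23 on the list, 2 rose (5 when adjusted over the list alone). The camera adjusted p was 0.000234, or 0.24 with an estimated correlation and 0.109 after quantile normalization. In that last setting limma called 0 genes, with 4 higher and 1 lower at an unadjusted p under 0.05. Hsp67Bc and Hsp22, which Table 1 lists as up-regulated, are not among the 11. Hsp67Bc was not matched to a probe set, and Hsp22 was matched through a probe set with several genes. Hsp26 had 0.46, with 1 vehicle array (signal 7891) apart from the other 2 (5477 and 5525), and its call was lost after quantile normalization (adjusted p = 0.0801) and without vehicle replicate 1 or 2 or PA replicate 2 or 3. Genes of the endoplasmic reticulum stress response rose in 2 of 11 cases (5 rose and 1 fell when adjusted over the list alone; camera adjusted p = 0.00861, or adjusted p = 0.0939 with an estimated correlation, and 0.236 after quantile normalization), and Ire1, a sensor of unfolded proteins, had a log2 fold change of 0.31. For ribosomal proteins 32 genes rose when adjusted over the list alone, with a camera adjusted p = 5.8e-21, or adjusted p = 0.0939 with an estimated correlation.

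On the list of JmjC and LSD1 histone demethylases, which is wider than the enzymes that the paper names, 1 of 11 measured genes passed the test. When adjusted over the list alone 2 fell, and the list had a camera adjusted p = 0.196, or 0.0146 with fry. The gene that passed was Su(var)3-3, the fly LSD1, with a log2 fold change of -0.28 (standard error 0.06, adjusted p = 0.0132, or 0.0705 after quantile normalization). Kdm4A had -0.11 (standard error 0.08, adjusted p = 0.542), Kdm5 (Lid) 0.00 (standard error 0.05, adjusted p = 0.993) and Utx 0.08 (standard error 0.08, adjusted p = 0.731). These values do not cover the whole JMJD2 family: 3 probe sets annotated to several genes, a member of this family among them, were assigned to no gene, and 2 of them passed the test as higher with PA (1639555_at 0.70, adjusted p = 1.66e-06; 1635558_s_at 0.55, adjusted p = 0.00254; 1629788_at 0.56, adjusted p = 0.0778). Of the genes whose mutants the paper cites for sex-specific lifespan, chico passed (-0.22, adjusted p = 0.0465, or 0.326 after quantile normalization), and Keap1 (0.17, adjusted p = 0.331), p53 (0.08, adjusted p = 0.406) and puc (-0.10, adjusted p = 0.332) did not pass. Sirt1 had -0.07 (adjusted p = 0.468) and HDAC1 0.07 (adjusted p = 0.452). The remaining lists were not called by camera. Metal response had 1 of 10 genes higher (camera adjusted p = 0.178), and JNK, apoptosis and p53 had 1 higher and 1 lower of 13 (0.916). Ecdysone response had 1 of 14 lower (0.121, or 0.0464 with fry), and hemocyte markers had 2 higher and 2 lower of 15 (0.809, or 0.0364 with fry). After quantile normalization limma called 0 metal response and 0 ecdysone genes. It called 1 higher and 1 lower gene of the JNK list and, among hemocyte markers, 0 higher and 1 lower.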
